# Normalisation against Circadian and Age-Related Disturbances Enables Robust Detection of Gene Expression Changes in Liver of Aged Mice

**DOI:** 10.1371/journal.pone.0169615

**Published:** 2017-01-09

**Authors:** Sara S. Fonseca Costa, Daniel Wegmann, Jürgen A. Ripperger

## Abstract

The expression of some genes is affected by age. To detect such age-related changes, their expression levels are related to constant marker genes. However, transcriptional noise increasing with advancing age renders difficult the identification of real age-related changes because it may affect the marker genes as well. Here, we report a selection procedure for genes appropriate to normalise the mouse liver transcriptome under various conditions including age. These genes were chosen from an initial set of 16 candidate genes defined based on a RNA-sequencing experiment and published literature. A subset of genes was selected based on rigorous statistical assessment of their variability using both RNA-sequencing and Nanostring hybridization experiments. The robustness of these marker genes was then verified by the analysis of 130 publicly available data sets using the mouse liver transcriptome. Altogether, a set of three genes, *Atp5h*, *Gsk3β*, and *Sirt2* fulfilled our strict selection criteria in all assessments, while four more genes, *Nono*, *Tprkb*, *Tspo*, and *Ttr* passed all but one assessment and were included into the final set of marker genes to enhance robustness of normalisation against outliers. Using the geometric mean of expression of the genes to normalise Nanostring hybridization experiments we reliably identified age-related increases in the expression of *Casein kinase 1δ* and *1ϵ*, and *Sfpq*, while the expression of the glucose transporter *Glut2* decreased. The age-related changes were verified by real-time PCR and Western blot analysis. As conclusion, proper normalisation enhances the robustness of quantitative methods addressing age-related changes of a transcriptome.

## Introduction

Ageing is the ultimate threat to the survival of an organism and is developing into a health problem for the society because many more people than before reach an age closer to the maximal life expectancy [1]. Transcriptional programmes mediate some changes during ageing optimizing the metabolism and physiology for the needs of an older organism. However, some of these programmes also provoke the progressive accumulation of damage, which finally exceeds the decreasing repair capacity of the body [2]. Interestingly, some processes, for example the process generating circadian rhythms are speculated to play a part during the ageing process. Understanding the potential interactions between the circadian clock and the ageing process could, therefore, offer new strategies to delay the adverse effects of ageing [3] [4].

Circadian rhythms are generated by interlocked transcriptional and post-translational feedback loops driving 24 h rhythmic gene expression [5]. In mammals, complexes of PERIOD (PER) and CRYPTOCHROME (CRY) proteins generate overt daily rhythms by counterbalancing the transcription factors Brain and Muscle ARNT-Like 1 (BMAL1) and Circadian Locomotor Output Cycles Kaput (CLOCK) [6]. On the other hand, *Bmal1* and *Clock* rhythmic expression is mediated by the activating and repressing activity of nuclear receptors of the RAR-related Orphan Receptors (ROR) and Peroxisome Proliferator-Activated Receptors (PPAR), and REV-ERB families, respectively [7] [8] [9]. The process is further fine-tuned by post-translational regulation such as phosphorylation of PER by the Casein kinase (Csnk) 1*δ* and 1*ϵ* [10] [11] to affect stability and cellular location of the proteins adjusting the period length. To achieve a functional output, the circadian oscillator drives rhythmic expression of multiple families of transcriptional regulators such as those from the Drosophila Behaviour/ Human Splicing (DBHS) family [12].

The mammalian timing system governs many metabolic, physiological and behavioural aspects of the daily life [13]. Consequently, external or internal factors modulating this coupled system might have widespread consequences. Previously, it was shown that aged organisms display impaired circadian rhythms in regions of the brain [14] and in vitro in fibroblasts [15] due to reduced neuronal synchronization and yet unknown blood-borne factors, respectively. Despite this, no gross aberration of the underlying circadian oscillator with advancing age has been reported to date. This discrepancy may likely be due to the difficulty in detecting such changes because of the noisy nature of age-related gene expression [16] and the lack of an established protocol to normalise expression data with age-resistant markers. Historically, housekeeping genes have been used for this purpose including metabolic enzymes such as *Glyceraldehyde-3-phosphate dehydrogenase* (*Gapdh*) and the cytoskeleton component *β*-*actin* [17]. However, in some tissues, these genes are not as constantly expressed with advancing age as previously thought [18]. Also, an intrinsic problem for normalisation is the noise of gene expression that can only be overcome by vigorous statistical testing [19].

Here we used centered log-ratio analysis [20] to solve the problem of noise in circadian and age-related gene expression. From our analyses, we selected a total of seven genes and used their geometric mean of expression for normalisation. With the obtained increase in robustness, we were able to identify age-related changes within the circadian regulatory network. Hence, part of the circadian oscillator in the liver is affected by progressing age, which may impact the orchestration of metabolism and physiology.

## Materials and Methods

### Animals and ethics statement

Animal care and handling was performed according to the Swiss Law for Animal Experimentation (TschG, SR455) and the declaration of Helsinki as authorized by the Office Vétérinaire Cantonale de Fribourg (*No*.2013_32_*FR*) and approved by the cantonal veterinarian office of the Canton of Fribourg. Male C57BL/6Rj mice were obtained from a special breeding program maintained at Janvier (St. Berthevin, France). The median life expectancy of these mice is about 28 months and their life span about 30 to 32 months [21] [22] [23]. Consequently, mice with an age of 3 months we considered as young, mice of 12 months as middle-aged, and of 24 months as aged, because they showed first signs of senescence. The mice were kept with water and food ad libitum, and a light schedule of 12 h light/12 h dark. Zeitgeber time (ZT) is defined as ZT0 = lights on, and ZT12 = lights off. Animals were sacrificed under 3% isofluorane/oxygen anesthesia by surgically removing their heads.

### Tissue acquisition and RNA extraction

We isolated RNA from livers of mice up to 24 months old. RNA from homogenized liver was isolated using the NucleoSpin RNA kit from Machery and Nagel (Düren, Germany) and quantified with a Nanodrop 1000 spectrophotometer (NanoDrop Products, Wilmington DE) at 260 nm. The integrity of the RNA samples was verified on 1% agarose bleach gels [24].

### RNA-sequencing

For the RNA-sequencing experiment, RNA from four mouse livers taken at ZT2, ZT6, ZT10, ZT14, ZT18 or ZT22 was taken from 3, 9, 15 or 21 month-old mice (a total of 24 mice per age class). After extraction and for each age class, 1 μg of the total RNA from each individual sample was pooled, resulting in four combined samples of 24 μg total RNA. The RNA in these pools was then digested with 5’-phosphate-dependent RNAse to remove uncapped RNA and the remaining mRNA purified. After cleavage of the 5’-cap, the bar-coded sequencing linkers were added, the library amplified and subjected to massive-parallel SOLiD sequencing [25]. Forward sequences (35 bp) for all four samples were produced on one lane using the SOLiD 5,500 xl sequencing platform. The obtained reads were processed with the Genomic workbench (CLC Bio, Aarhus, Denmark) and mapped to the annotated Mus musculus mm9 reference sequence http://hgdownload.cse.ucsc.edu/goldenPath/mm9/bigZips/chromFa.tar.gz using these stringent conditions (similarity of 0.95 and length fraction of 0.95, i.e. allowing roughly one mismatch or size difference). The mappings were subsequently verified using the IGV2.0 integrative Genomics Viewer (IGV, Broad Institute, Cambridge MA). We focused only on genes with annotated first exon and omitted from the analysis un-annotated peaks, peaks in small noncoding RNAs, intronic peaks, and anti-sense transcription start sites. The number of reads per transcription start site was extracted from genes that were present at least 20 times in one of the libraries. 

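In the deposited gene counts, 4315 gene symbols had at least 20 counts in at least 1 of the 4 libraries, and 4133 of them were annotated as protein-coding. The files count reads by gene symbol, whereas S1 Table counts reads at transcription start sites of genes with an annotated first exon. The paper left out several classes of peaks there, a selection that cannot be repeated from gene counts. The libraries differed in depth, with between 525772 counts on genes at 15 months and 958586 at 9 months. Requiring 20 counts in every library left 1956 genes, the lowest number among the settings, and thinning all libraries to the smallest total left 2924 genes.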

We identified a total of 1,444 5’-ends of mRNAs to be used in this study (S1 Table).

### Nanostring hybridization

The Nanostring technology allows for the detection of individual RNA molecules without an amplification bias [26]. Here we used this technology to quantify expression levels of 52 genes using probes designed and synthesized by Nanostring consisting of complementary DNA probes spanning exon-exon boundaries to map specifically to mRNA (S2 Table). Each probe consisted of a pair of a 5’-primer bearing a biotin label and a 3’-primer bearing a bar code in form of a specific fluorescent tag. If both primers hybridize to their corresponding mRNA, then the fluorescent tag can be bound to a streptavidin-coated support to identify its probe-specific label. We conducted Nanostring quantification from liver tissue from animals of eight different age groups: 3, 6, 9, 12, 15, 18, 21 and 24 months. Per age group, we took samples from twelve evenly spaced time points (ZT0 to ZT22 with 2 h intervals), resulting in 24 samples quantified individually. For each sample, 300 ng of RNA were hybridized to a pool of Nanostring oligo pairs at the Genomics Platform of the university of Lausanne, Switzerland. Each hybridization experiment was conducted in the presence of positive controls of different concentrations to properly normalise the counts of mRNA to concentrations in the original sample. Specifically, and following recommendations from [26], we first inferred the proper normalisation constant cs;*i* for each sample s and for each positive control *i*. We then combined these individual measures into a single normalisation constant ci by taking the geometric mean across all individual constants for that sample.

### Analysis of RNA-sequencing experiments from literature

We downloaded RNA-sequencing data of 3 previously published RNA-sequencing experiments [27] [28] [29] with the reference numbers GEO:GSE57809,GEO:GSM723772 and GEO:GSE48109 from the Geo Omnibus database. The raw reads were mapped and aligned to the mouse genome (UCSC version mm9) using Tophat [30], and uniquely mapped sequences from the output files were then used to obtain read counts using HTseq-count [31].

### Analysis of data mining from literature

We used RNA-sequencing and DNA microarray data from the database Genevestigator [32] with a total of 380 studies using mouse with 9,411 samples, 814 conditions and 339 different genotypes. 130 experiments concerning liver gene expression were exported. We performed gene perturbation analysis on our selection of 16 genes using a cumulative distribution function.

### Centered log-ratio analysis

Log-ratio transformations are the method of choice for distance-based analysis of compositional data [20]. Here we conducted centered log-ratio transformations to compare genes in their variability and overall level of expression. Let *x*_*i*_ = *x*(1)_*i*_, …, *x*(*N*)_*i*_ be a vector of expression measurements for *N* genes under condition *i* (e.g., a specific age group). The so called centered log-ratio (*clr*) is then defined by: *clr*(*xi*) = *log*(*x*(1)_*i*_/*g*(*x*_*i*_)), …, *log*(*x*(*N*)_*i*_/*g*(*x_i_*)); where *g*(*x*_*i*_) is the geometric mean of the original data vector *xi*. The *clr* analysis is related to the fold-change analysis frequently applied to expression data. Specifically, the distance between clr transformed expression levels of the same gene corresponds to the logarithm of the fold-change if the original datasets were normalised such that they share the same geometric mean. Calculating the variance in the *clr* expression levels across many conditions is thus a natural extension of the fold-change analysis to more than two comparisons.

### Repeated-measures ANOVA

To perform the analysis of two different ages at all time points we used the R software (http://www.R-project.org/) and specifically the lme function to calculate the repeated-measures ANOVA for the two data sets. Since we cope here with a multiple comparisons situation, a Bonferroni’s correction of the p-value should be performed, i.e. the p-value to indicate significance would be 0.05/36 = 0.0013888.

### Two-way ANOVA

To estimate the influence of interaction, age and time on the data sets obtained from young and very old animals we used the program PRISM5 (GraphPad software, San Diego, CA). A Bonferroni post test was performed to compare the column pairs and significant changes indicated (*: p < 0.05, **: p < 0.01, ***: p < 0.001).

### Quantification of specific genes by real-time PCR

Reverse-strand cDNA was synthesised using Superscript II (Life Technologies, Carlsbad CA) starting from 0.5 *μg* of total RNA and specific genes detected by real-time PCR with specific primer/probe combinations (S3 Table). For normalisation we used the geometric mean of expression of *Atp5h*, *Gsk3β*, and *Sirt2*.

### Preparation of protein extracts

Liver nuclei were prepared by centrifugation through 2M sucrose cushions as described [33] and liver nuclear extracts prepared. About 20 *μg* of nuclear extract was separated on 7% SDS-polyacrylamide gels, transferred to BA83 nitrocellulose membranes and Western blot performed. Antibodies used were anti-RNA polymerase II (ab817, Abcam, Cambridge, UK), anti-Sfpq (kind gift from Steven Brown, Zurich), and anti-Csnk1*δ* (sc-55553, Santa Cruz Biotechnology, Dallas, TX). Specific antibody:antigen complexes were detected with matching HRP-conjugated secondary antibodies and Western Bright Sirius enhanced chemiluminescence (Advansta, Mento Park, CA) using an Azure C500 machine (Azure Biosystems, Dublin, CA) and increasing exposure times of 30 sec each. All images were analysed using ImageJ (http://imagej.nih.gov/ij/index.html).

## Results

### Rationale for the selection of candidate genes

During the analysis of age-related changes in the liver transcriptome, we realized that these changes were not reliably detectable due to transcriptional noise. To overcome this experimental problem, we therefore began by manually curating a set of potential candidate genes for normalisation. We included 9 genes selected from a pilot RNA-sequencing experiment comparing 3 with 15 month-old animals (S1 Table). To ensure that differences between the age classes were not affected by differences in daily rhythms, we pooled RNA extracted from six different time points throughout the day. The genes were chosen based on the following two criteria: i) their expression was sufficiently large to ensure accurate quantification, and ii) they showed a similar fold-change as *Gapdh*, a gene generally used to normalise gene expression in this tissue [17]. 

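The change of Gapdh between both ages was a fall from 1363 counts at 3 months to 437 counts at 15 months (1 pooled library per age, no replicates). The ratio of 0.321 was lower than the ratio of 0.55 between the total counts of the same libraries. Of the 8704 genes with counts in all libraries, 7179 (82.5%) had a higher 15 over 3 month ratio than Gapdh. Divided by the ratio of Gapdh, as in S1 Table, the ratios of the other 8 selected genes ranged from 0.881 for S100a1 to 1.87 for Tomm7, with a median of 1.35. Fisher's exact test on the counts of each gene and of Gapdh, with Benjamini-Hochberg adjustment over the 8 genes, separated 3 genes from Gapdh beyond counting noise. These were Aox3 with a ratio of 1.46 (95% interval from 1.22 to 1.74, adjusted exact p = 0.0003), Tspo with 1.82 (from 1.23 to 2.70, adjusted exact p = 0.00976) and Ttr with 1.19 (from 1.06 to 1.33, adjusted exact p = 0.00976). For Atp5h, S100a1, Tomm7, Tprkb and Pqbp1 a difference from Gapdh was not detectable at this depth (adjusted exact p from 0.126 to 0.467). Among these, Tomm7 had only 25 and 15 counts and an interval from 0.978 to 3.58. The paper's reported ratios for the 8 genes, counted at the transcription start site, lie between 0.975 and 1.01 in S1 Table. Normalisation to the geometric mean of all genes moved the values most, to between 0.470 for S100a1 and 0.998 for Tomm7. From sufficiently large expression and from the similarity of the fold-changes to that of Gapdh in its own counts, the paper took the 9 genes as candidates.

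**Figure D1:**
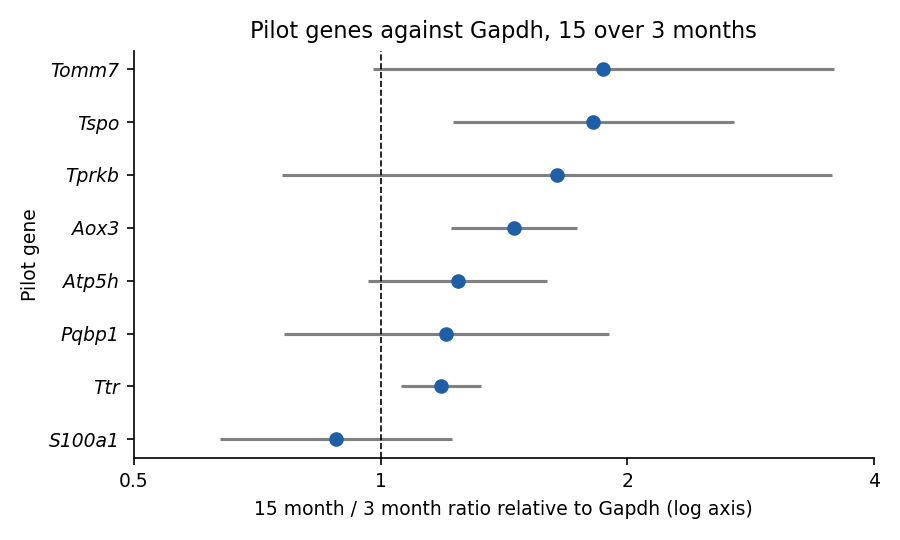
Ratio of the counts at 15 months over 3 months for the 8 pilot genes, divided by the same ratio of Gapdh, on a log axis. Points are the ratios, lines the 95% intervals from counting noise, and the dashed line marks the ratio of Gapdh itself; the intervals of Aox3, Tspo and Ttr lie to the right of it.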

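In the annotation of NCBIM37, the assembly also called mm9, Aox3 lies on the plus strand of chromosome 1 from 58169974 to 58257542 and Tspo on the plus strand of chromosome 15 from 83394003 to 83404631. Atp5h is on the minus strand of chromosome 11 from 115277003 to 115281276, and Gapdh on the minus strand of chromosome 6 from 125111871 to 125116485. S100a1 spans 90314956 to 90318314 on chromosome 3, Ttr 20823751 to 20832825 on chromosome 18, Tomm7 23344762 to 23349979 on chromosome 5 and Tprkb 85865732 to 85880278 on chromosome 6. Pqbp1 is on chromosome X from 7471645 to 7476395. All 9 genes are annotated as protein-coding. With regard to expression, Ttr had 15342 counts in the 3 month library and 5834 in the 15 month library, the most among the 9 genes. Gapdh followed with 1363 and 437 counts, and Aox3 with 606 and 283. Tomm7 (25 and 15 counts) and Tprkb (19 and 10 counts) had the fewest. Because the reads were 35 bp long and started at the 5’-end, the first 100 bases of each transcript were searched in the genome with windows of 35 bases. For Gapdh, 33.3% of the windows matched a second place with at most 1 mismatch, for Atp5h 35.9% and for Tprkb 17.6%. Their counts may therefore depend on how reads from such places were treated. The windows came from all annotated protein-coding transcripts of a gene, and whether the reads started there was not checked. No window of Aox3, S100a1, Tspo, Ttr or Tomm7 had a second match.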

The genes selected this way were *Aox3*, *Atp5h*, *Gapdh*, *S100a1*, *Tspo*, *Ttr*, *Tomm7*, *Tprkb* and *Pqbp1*.

We then complemented this list with the two genes *H3f3a* and *H3f3b* encoding for the histone H3 variant H3.3 and the gene *Nr3c1*/*Gr*, since the accumulation of these classes of proteins was previously described to be unaffected by age [34] [35]. 

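On NCBIM37, H3f3a lies on the minus strand of chromosome 1 from 182730963 to 182744074, and H3f3b on the minus strand of chromosome 11 from 115883226 to 115889276. Both are annotated as protein-coding genes. Windows of 35 bases in the first 100 bases of their transcripts matched a second place in the genome with at most 1 mismatch in 32.4% of cases for H3f3a and in 50% for H3f3b. The gene Nr3c1, encoding the glucocorticoid receptor, lies on the minus strand of chromosome 18 from 39570199 to 39650955, and none of its windows had a second match. In the libraries of 3, 9, 15 and 21 month-old mice (1 pool per age), H3f3a had 67, 53, 24 and 41 counts, H3f3b had 9, 4, 17 and 22 counts, and Nr3c1 had 20, 38, 33 and 40 counts.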

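Gsk3β, named Gsk3b in the files, lies on the plus strand of chromosome 16 of NCBIM37 from 38089087 to 38246170 and had 65, 52, 25 and 48 counts in the pools of 3, 9, 15 and 21 month-old mice. Nono lies on the plus strand of chromosome X from 98624657 to 98643930 and had 8, 13, 7 and 14 counts, the lowest numbers among these genes. Rorα, named Rora in the files, spans 68501593 to 69236053 on the plus strand of chromosome 9, with 51, 45, 27 and 44 counts. Sirt2 spans 29551754 to 29573684 on the plus strand of chromosome 7, with 92, 98, 89 and 71 counts. All are annotated as protein-coding, and only Nono had windows of 35 bases at its 5’-end with a second match in the genome (6.06% of its windows).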

Finally, we added four genes we suspected to be stable across age from experience of working with circadian gene expression over many years: *Gsk3β*, *Nono*, *Rorα*, and *Sirt2*. We then set out to assess the properties of these 16 genes more rigorously and systematically by comparing their expression profiles across age with those of other genes using RNA-sequencing and Nanostring hybridization experiments, as well as public data.

### Selection of marker genes by RNA-sequencing experiment

To monitor the expression of our candidate genes over age, we extended the RNA-sequencing experiment by comparing gene expression in liver tissue of mice of 3, 9, 15 and 21 months of age. 

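For each of the 4 age classes, total RNA from the livers of 24 mice was combined, with 1 μg from each of 4 mice at each of 6 time points of the day. Each age class was thus represented by 1 library made from a pool of 24 μg of RNA (no replicates). The libraries were enriched for capped 5’-ends and read with 35 bp reads on a SOLiD sequencer, and the authors mapped the reads to the mm9 mouse genome with the Genomic workbench of CLC Bio. The deposited values are the numbers of reads on each of 33924 gene symbols, without normalisation. The counts on genes summed to 955934 at 3 months, 958586 at 9 months, 525772 at 15 months and 735962 at 21 months. At least 1 read was counted on 11818, 12262, 11124 and 11695 genes, respectively. Counts on genes made up 8.42% of all alignment records at 3 months, 7.41% at 9 months, 6.67% at 15 months and 7.38% at 21 months. Most records were left out by the authors' counting because the alignment was not unique, from 72.2% at 3 months to 76.7% at 9 months. The 10 most abundant genes took between 25.7% (3 months) and 29.2% (9 months) of the counts on genes. At these depths, 3 counts correspond to 3.14, 3.13, 5.71 and 4.08 cpm (counts scaled to a library total of 10 to the power of 6) at 3, 9, 15 and 21 months.
The centered log-ratio (clr) was calculated as the natural logarithm of the count of a gene divided by the geometric mean of the counts of all genes in the same library. A count of 0 has no logarithm, so that 8704 genes with at least 1 count in every library entered the calculation. The variance of clr was taken over the 4 ages with a divisor of 3. With 1 library per age, a difference between ages in the clr analysis was only compared with counting noise. A chi-square test of the 4 counts of a gene with 3 degrees of freedom was used. Differences between mice or between libraries of the same age could not be measured. The filter on low counts moved the number of genes most: 15067 genes remained when a pseudocount of 1 was added to all genes with a count in any library, and 3382 genes when 10 counts were required in every library.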

To assess variability in gene expression across age for each gene in the transcriptome, we conducted centered log-ratio analysis, which is used for the analysis of compositional data such as derived from RNA-sequencing and Nanostring hybridization experiments and particularly suitable in the absence of known normalisation markers [20]. 

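Over the 8704 genes with counts in all 4 libraries, the variance of clr ranged from 4.82e-05 to 2.90, which corresponds to 4.78 orders of magnitude (1 pool per age, no replicates). The median was 0.16, and the 5% and 95% points of the distribution lay at 0.0131 and 0.976, 1.87 orders of magnitude apart. The lowest variances were those of Ambp with 3098, 3050, 1887 and 2489 counts at 3, 9, 15 and 21 months, of Gc with 2632, 2525, 1573 and 2077 counts, and of Topors with 10, 10, 6 and 8 counts. These 3 genes lie on NCBIM37 chromosome 4 from 62804309 to 62815833, chromosome 5 from 89846549 to 89886790 and chromosome 4 from 40206634 to 40216883. The highest variance was found for the metallothionein gene Mt2 (chromosome 8, 96696518 to 96697467), which had 5, 279, 13 and 48 counts. It was followed by the ribosomal RNA gene n-R5s211 (chromosome 1, 46431042 to 46431160) with a variance of 2.43 and 56, 10, 1 and 26 counts, and by Ncapd3 (chromosome 9, 26837760 to 26902896) with a variance of 2.38 and 1, 1, 7 and 14 counts. In 2204 genes (25.3%), the 4 counts differed by more than counting noise at an adjusted p of 0.05 (chi-square test with Benjamini-Hochberg adjustment). Libraries simulated from the same mean expression without any difference between ages had a median variance of 0.0562, which is 35.2% of the observed median. The 4 simulated libraries started from the same random numbers and were thus not independent, and genes with a simulated count of 0 were left out. The value may therefore understate counting noise. For H3f3b and Nono, whose mean clr lay close to the median, counting noise alone would give variances of 0.116 and 0.104. With TMM scale factors in place of clr, the variances spanned 3.97 orders of magnitude, the smallest span among the settings.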

This analysis revealed a spectrum of variability as quantified by the variance in centered log-ratios (*clr*) with some genes showing more than 3 orders of magnitude more variability across age classes than others (Fig 1).

**Fig 1:**
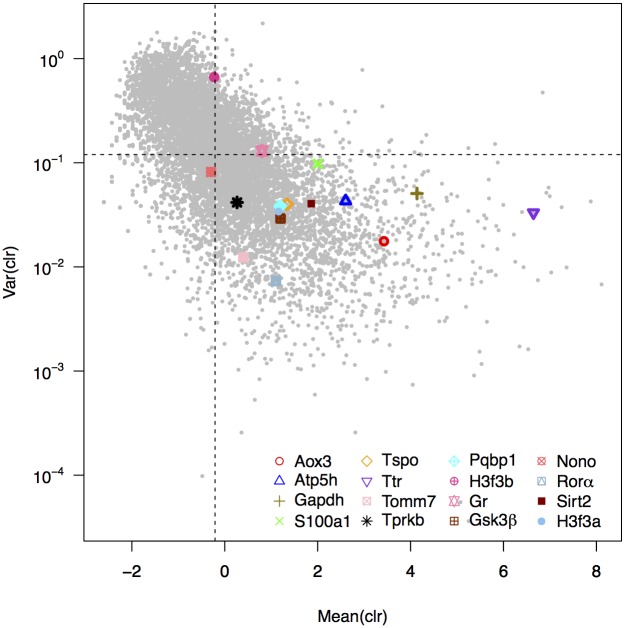
Analysis of the variance of expression of the candidate genes using RNA-sequencing data. For each gene was calculated the variance and mean across four experimental conditions (3, 9, 15 and 21 month-old mice) of the centered log-ratio (*clr*) of their expression (grey dots). The 16 candidate genes are highlighted and the median variance clr and median mean clr across all genes are shown as dashed lines.

Genes also differed greatly in the average expression level, as measured by the mean clr across ages (Fig 1). 

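The mean clr over the 4 ages ranged from -2.60 to 8.11, with a median of -0.21, which is a 44999-fold difference in average expression between the lowest and the highest gene. The highest value was that of Alb, encoding albumin, with 52169, 55731, 29404 and 47962 counts at 3, 9, 15 and 21 months. Among the 16 candidate genes, the mean clr ranged from -0.296 for Nono, with 8, 13, 7 and 14 counts, to 6.64 for Ttr, with 15342, 14125, 5834 and 9187 counts. Counting noise gives these means a standard error of 0.161 for Nono and 0.0051 for Ttr. Across genes, which are not independent replicates, the variance of clr fell as the mean rose, with Spearman's rho of -0.67. The centre of the scale depends on the genes included, and with 10 counts required in every library the mean clr of Ttr was 5.34.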

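Of the 16 candidate genes, 14 had a variance of clr below the median of 0.16 and 14 had a mean clr above the median of -0.21. Their variances had a median of 0.0536 and ranged from 0.00976 for Rora to 0.885 for H3f3b (4 ages, 1 pool each, no replicates). After Rora, the lowest variances were those of Tomm7 with 0.0165 and Aox3 with 0.0235. For 8 genes no difference between the 4 counts beyond counting noise was detected (chi-square test with Benjamini-Hochberg adjustment over the 16 genes, adjusted p from 0.128 to 0.795). These were Tspo, Tomm7, Tprkb, Pqbp1, H3f3a, Gsk3b, Nono and Rora, all with fewer than 100 counts per library. The other 8 genes varied beyond counting noise, with the strongest deviation for the deeply sequenced Ttr (variance 0.0442, of which counting noise accounts for 0.000104; chi-square adjusted p = 2.46e-252) and Gapdh (variance 0.0675, counting noise 0.0013; chi-square adjusted p = 2.71e-30). As the variance of clr falls with expression, each candidate was also ranked among the 200 genes nearest in mean clr. The mean percentile of the variances was 54 (permutation test with 100000 draws, p = 0.706), with 7 candidates in the lower part of their group and 9 in the upper part. Leaving out the 9 month pool moved this percentile most, to 60.25, and it was lowest, 49.5, when 20 counts in at least 1 library were required. The low variances and high means of most candidates relative to all genes are what the paper describes as little variation and generally large expression levels.

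**Figure D2:**
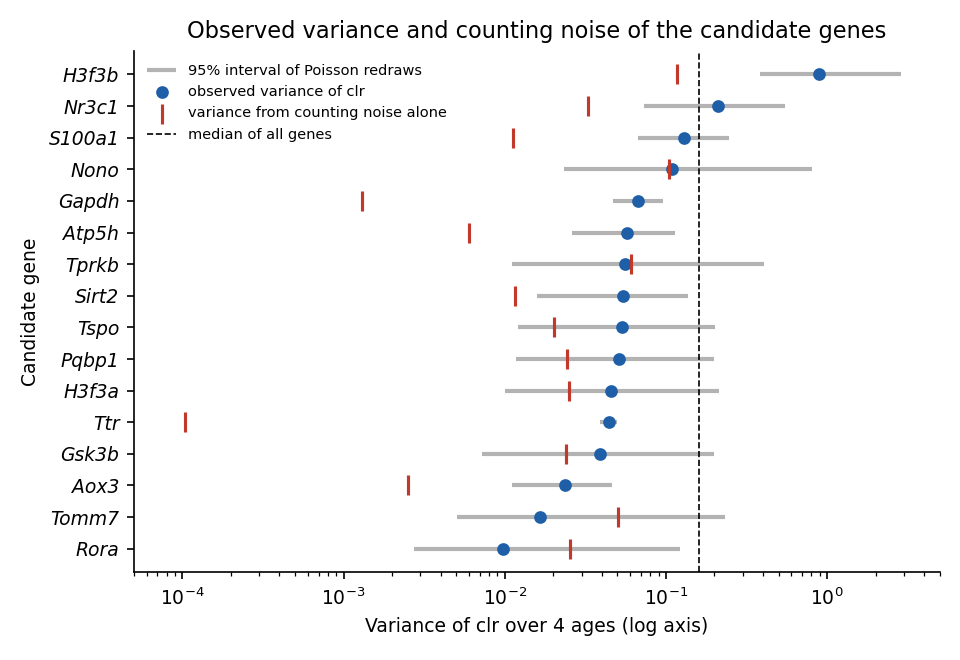
Variance of clr over the 4 ages for the 16 candidate genes, on a log axis. Points are observed values, grey lines the 95% interval from 2000 Poisson redraws of the counts, red ticks the variance that counting noise alone would give, and the dashed line the median of all genes (0.16); H3f3b (0.885) and Nr3c1 (0.21) lie to its right.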

As confirmed, most of our candidate genes showed little variation and generally large expression levels. 

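H3f3b had a variance of clr of 0.885 (1 pool per age, no replicates), higher than that of 93.4% of all genes and than 96.5% of the 200 genes nearest in mean clr. Its counts were 9 at 3 months, 4 at 9 months, 17 at 15 months and 22 at 21 months, or 9.41, 4.17, 32.3 and 29.9 cpm. The corresponding clr values were -0.598, -1.39, 0.547 and 0.531. Although these counts are low, they differed beyond counting noise (chi-square test, adjusted p = 3.89e-05 over the 16 genes), which alone would give a variance of 0.116. The second highest variance was that of Nr3c1 (Gr) with 0.21, the only other candidate above the median of all genes, with clr values rising from 0.201 at 3 months to 1.21 at 15 months (chi-square test, adjusted p = 0.00271). S100a1 followed with 0.13 and fell from a clr of 2.42 at 3 months to 1.66 at 15 months (chi-square test, adjusted p = 7.55e-08). Leaving out the 9 month pool moved the value of H3f3b most, to 0.427, and leaving out the 3 month pool raised it to 1.22. On the basis of this spread, the paper singles out H3f3b among its candidate genes.

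**Figure D3:**
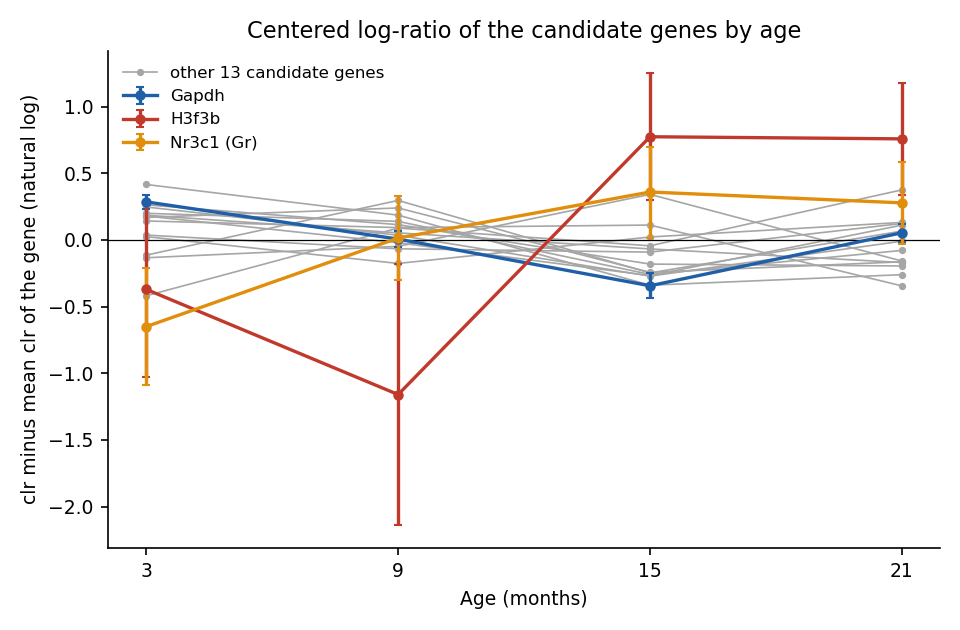
Centered log-ratio of each candidate gene at 3, 9, 15 and 21 months after subtraction of its mean over the ages, in natural log units. Coloured lines show H3f3b, Nr3c1 and Gapdh with 95% intervals from counting noise, and grey lines the other 13 candidate genes without intervals; H3f3b is lowest at 9 months and highest at 15 and 21 months.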

Some of our candidate genes, however, showed surprisingly large variation across age classes, in particular the gene *H3f3b*. 

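The largest of the 6 pair-wise fold-changes of H3f3b was a 6.91-fold increase from 9 to 15 months (95% interval from 2.25 to 28.2 by the exact Clopper-Pearson method, 1 pool per age, no replicates). It rests on 4 counts at 9 months and 17 counts at 15 months, hence the wide interval. From 9 to 21 months the fold-change was 6.80 (from 2.31 to 27.1), and from 15 to 21 months it was 0.984 (from 0.499 to 1.97), which does not exceed counting noise. Leaving out the 9 month pool lowered the largest fold-change of H3f3b to 3.12, the largest shift among the settings. Among the other candidates, only Nr3c1 with 2.74, Nono with 2.21 and S100a1 with a fall to 0.470 had a largest change above 2-fold in either direction. From the size of the fold-changes of H3f3b, the paper derives the considerable variation of this gene.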

To further illustrate this, we calculated pair-wise fold-changes between different ages (6 combinations), which also highlighted considerable variation in *H3f3b* (S1 Fig). We considered candidate genes to pass this initial assessment if their average gene expression was above and their variance in expression below the median of these measures of all other genes in the genome. 

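A mean clr above the median of all genes (-0.21) together with a variance below the median (0.16) was found for 13 of the 16 candidate genes (4 ages, 1 pool each, no replicates). For comparison, 3312 of the 8704 genes (38.1%) met both criteria. The highest mean clr belonged to Ttr (6.64), Gapdh (4.14), Aox3 (3.43), Atp5h (2.601) and S100a1 (2.00), with variances of 0.0442, 0.0675, 0.0235, 0.0573 and 0.13. Sirt2 (mean 1.86, variance 0.0539), Tspo (1.34, 0.0533), Gsk3b (1.20, 0.0389), Pqbp1 (1.19, 0.0511), H3f3a (1.16, 0.0453) and Rora (1.10, 0.00976) followed. Tomm7 (0.4, 0.0165) and Tprkb (0.264, 0.0555) were the lowest expressed genes that passed, and with 82 and 75 reads over the 4 libraries their variances have wide intervals, from 0.00502 to 0.232 and from 0.0111 to 0.404. Outside the criteria were H3f3b with a mean of -0.226 and a variance of 0.885, Nono with a mean of -0.296, and Nr3c1 with a variance of 0.21. Nono missed the threshold for the mean by less than its standard error from counting noise (0.161). The filter on low counts changed the outcome most. With at least 10 counts required in every library, 8 candidates passed, with the medians taken over 3382 more strongly expressed genes. Gapdh, S100a1, Sirt2, Tomm7 and Tprkb then failed in addition to Nr3c1, and H3f3b and Nono, which also fail over all genes, had no value. In the other direction, 15 candidates passed with a pseudocount of 1 or 0.5 and without the 3 month pool, where Nono and Nr3c1 met both criteria and only H3f3b failed. With 20 counts in at least 1 library 10 passed, without the 9 or the 21 month pool 12, and in the remaining settings 13.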

Out of all 16 genes considered, 13 passed these criteria: *Aox3*, *Atp5h*, *Gapdh*, *Gsk3β*, *H3f3a*, *Pqbp1*, *Rorα*, *S100a1*, *Sirt2*, *Tomm7*, *Tprkb*, *Tspo*, and *Ttr*.

### Selection of marker genes by Nanostring hybridization experiment

We next compared the expression profiles of our candidate genes by an independent experiment using Nanostring hybridization. Since Nanostring hybridization experiments can only be conducted on a relatively small, predefined set of genes, we chose to compare all our candidate genes against i) known circadian genes, ii) genes known to modify the circadian oscillator, as well as iii) genes the expression of which is directly affected by the circadian oscillator. The Nanostring hybridization experiment, however, allowed us to increase the resolution of our assessment by doubling both the number of age classes as well as time points per day, and to measure 52 individually measured probe sets (S2 Table).

To discriminate between genes with nearly constant and variable expression, we again calculated the variance in the *clr* across individual samples. As expected, most of our candidate genes showed variances very close to zero, and much lower variances than all other genes measured along (Fig 2). We considered candidate genes to pass this assessment if their variance of centered log-ratios was lower than that of the least variable circadian gene *Cry2* (Fig 2). This way we identified 11 out of 16 candidate genes to be stable across age classes (Table 1).

**Fig 2:**
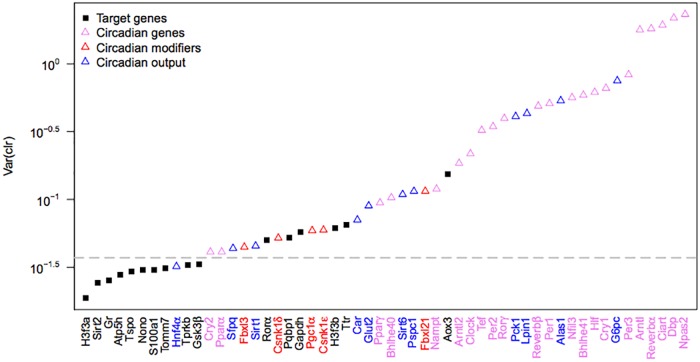
Analysis of the variance of expression of the candidate genes using Nanostring hybridization data. The variance of the *clr* of the expression level for each gene was calculated across all experimental conditions, i.e. eight different ages and twelve time points each in duplicate (N = 192). Genes are sorted from lowest to highest variance and the cut off to pass the assessment is indicated by a dashed line.

**Table 1:** Summary of quality assessments.

Gene	RNA-Seq	Nanostring	GSE57809	GSM723772	GSE48109	Data Mining
*Atp5h*	X	X	X	X	X	X
*Gsk3β*	X	X	X	X	X	X
*Sirt2*	X	X	X	X	X	X
*Nono*	-	X	ND	X	X	X
*Tprkb*	X	X	X	X	X	-
*Tspo*	X	X	X	X	X	-
*Ttr*	X	-	X	X	X	X
*Gr*	-	X	ND	X	X	-
*H3f3a*	X	X	-	-	X	X
*Pqbp1*	X	-	ND	X	X	-
*Rorα*	X	X	ND	X	-	-
*S100a1*	X	X	-	X	X	-
*Aox3*	X	-	X	X	-	-
*H3f3b*	-	-	X	X	X	-
*Tomm7*	X	X	-	X	-	-
*Gapdh*	X	-	-	X	-	-

X: passed; -: failed; ND: not detectable.

The expression of the genes considered stable in this experiment were highly correlated (all between 0.35 and 0.86, S2 Fig), further corroborating that the variance found is largely due to experimental noise that is affecting these genes very similarly, and hence can be controlled for by using these genes for normalisation. In contrast, expression levels were not or only marginally correlated between genes we found to exhibit large variation (S2 Fig).

### Validation with publicly available RNA-sequencing data

To further strengthen our results, we assessed the stability of expression of our candidate genes in data from three publicly available RNA-sequencing experiments. These experiments compared gene expression in i) the liver of 3 and 21-month old mice, ii) between many different mouse tissues, or iii) between liver derived from male and female mice. These experiments were chosen because they allowed us to both replicate as well as generalize results from our own data. Just as for our own experiments, we calculated the variance and mean of the clr across replicates for each experiment. In line with our previous results, most of our candidate genes were found to exhibit little variance across replicates but above median expression levels (Fig 3). However, some genes were surprisingly outliers and showed much elevated variation under specific conditions. The expression of the genes *Gapdh*, *H3f3a* and *Aox3*, for instance, were found to vary greatly between males and females. Similarly, the gene *Gr* was found to be very variable across different tissues. Applying the same filters as above, we considered all genes to pass these assessments if their expression levels were above median, but their variance in expression below median when compared to the set of all other genes measured in each study. Only 10 genes passed these requirements in all of the three data sets in which they were measured: *Atp5h*, *Gsk3β*, *Gr*, *H3f3b*, *Nono*, *Pqbp1*, *Sirt2*, *Tprkb*, *Tspo*, and *Ttr*.

**Fig 3:**
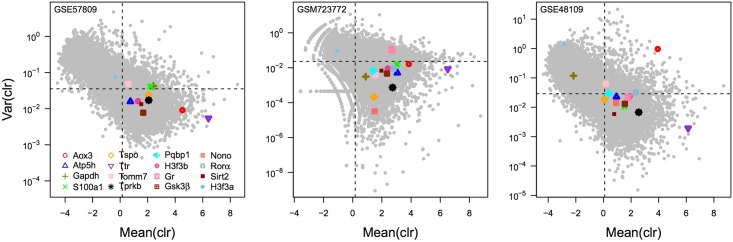
Centered log-ratio analysis of three publicly available RNA-sequencing experiments. We conducted *clr* analysis on three publicly available RNA-sequencing experiments that compared the liver transcriptome of 3 and 21 month-old mice [GEO: GSE57809], between different mouse tissues [GEO:GSM723772], and the liver transcriptome of male and female mice [GEO:GSE48109]. For each study, the variance and mean across all experimental conditions of the clr of the expression is plotted for each gene. The 16 candidate marker genes are highlighted and the median variance clr and median mean clr across all genes are shown as dashed lines.

### Analysing the stability of the marker genes by meta-analysis

To assess the stability in gene expression of our candidate genes on an even larger scale, we used the data mining software Genevestigator to retrieve fold-changes for each candidate gene in a large series of 130 RNA-sequencing and DNA microarray experiments using mouse liver tissue. The cumulative distributions of these fold-changes are shown in Fig 4. In line with our previous results, most genes were found to have rather small fold-changes in the majority of studies. The gene with the least fold-change overall was *Ttr*, followed by *Atp5h* and *H3f3a*. For all of those genes we found that the fold-change was below 1.15 in more than 90% of all studies. In contrast, the fold-change reported for the gene *Aox3* was above 1.15 in more than 50% of the cases. We considered all genes to pass this assessment if their fold-change was quantified below 1.2 in more then 90% of all studies. Two genes, *Atp5h* and *Ttr* actually showed a fold-change of maximal 1.2 over all experiments (Fig 4).

**Fig 4:**
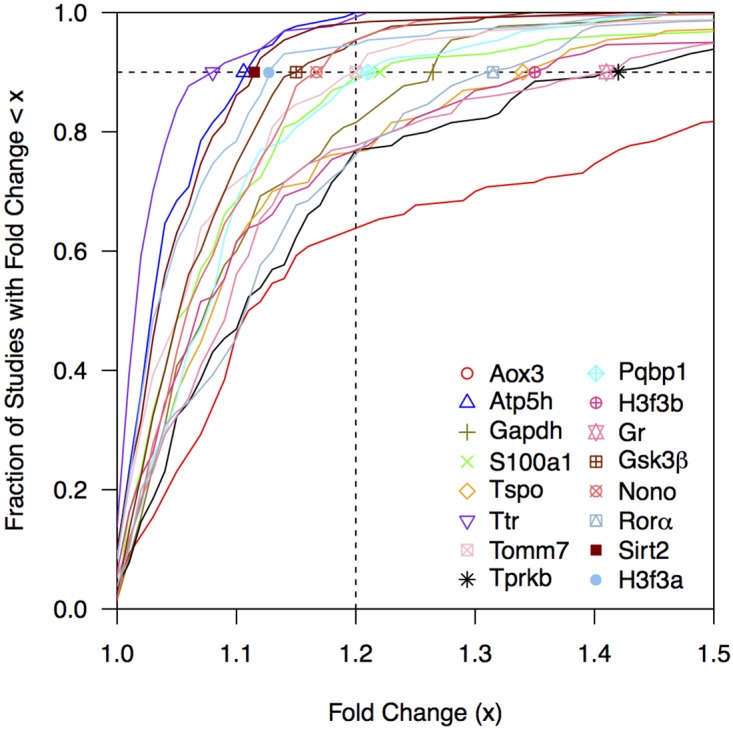
Fold-changes observed in 130 mouse liver transcriptome experiments. For each gene, we calculated and plotted the cumulative distribution of the fold-changes observed in a large set of 130 transcriptome experiments using mouse liver tissue. We considered candidate genes to pass this assessment if their fold-change was < 1.2 in 90% of all studies (indicated by dashed lines).

### Selection of a final set of normalisation genes

A summary of our results is given in Table 1. 

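In the RNA-sequencing experiment, the geometric mean of Atp5h, Gsk3b and Sirt2 had clr values of 1.959, 1.944, 1.83 and 1.82 at 3, 9, 15 and 21 months, a variance of 0.00549 and a largest fold-change of 1.15 between any 2 ages (1 pool per age, no replicates). Redrawing the counts with Poisson noise gave variances from 0.00115 to 0.0294. Individually, Atp5h had a variance of 0.0573 with 261, 274, 104 and 148 counts, Gsk3b 0.0389 with 65, 52, 25 and 48 counts, and Sirt2 0.0539 with 92, 98, 89 and 71 counts. Atp5h was lowest at 15 months, when Sirt2 was highest, and both varied beyond counting noise (chi-square test, adjusted p = 6.81e-06 and 0.00515 over the 16 candidates), whereas for Gsk3b no difference was detectable (chi-square test, adjusted p = 0.335). Of the settings, a pseudocount of 1 changed the variance of Atp5h most, to 0.0887, and leaving out the 15 month pool that of Sirt2, to 0.00415. With 10 counts required in every library, Sirt2 no longer met both criteria, while Atp5h and Gsk3b did. The other assessments of the paper used data that were not analysed here. From the passes in all of its assessments, the paper reasons that the expression of these genes is unaffected by a wide variety of conditions.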

Overall, only three genes (*Atp5h*, *Gsk3β*, and *Sirt2*) passed all of our assessments indicating that their expression was not affected by a wide variety of conditions including circadian changes and age. We thus consider the set of these three genes as our core normalisation set. An additional four genes (*Nono*, *Tprkb*, *Tspo*, and *Ttr*) passed all but one assessment, and we will consider them, together with the core genes, as an extended set of normalisation genes. 

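With regard to the RNA-sequencing assessment, Tprkb, Tspo and Ttr met both criteria, with mean clr values of 0.264, 1.34 and 6.64 and variances of 0.0555, 0.0533 and 0.0442 (1 pool per age, no replicates). Nono had a variance of 0.109, below the median of 0.16, but its mean clr of -0.296 (standard error 0.161 from counting noise) was below the median of -0.21. Counting noise at its 8, 13, 7 and 14 counts would alone give a variance of 0.104. Nono met both criteria with a pseudocount of 1 or 0.5 and without the 3 month pool. The 7 genes together had a geometric mean with clr values of 1.95, 2.06, 1.86 and 1.92 at 3, 9, 15 and 21 months and a variance of 0.00699 (from 0.00153 to 0.0365 over Poisson redraws of the counts). Random sets of 7 genes matched on mean clr had a median variance of 0.0118, and 29.5% of 100000 such sets varied as little as the 7 marker genes (permutation test, p = 0.295). As a difference, a pseudocount of 1 moved the variance of the set most, to 0.0170. Library totals lowered it to 0.00183 and leaving out the 9 month pool to 0.00246, which are larger shifts as ratios. On the basis of 1 failed assessment per gene, the paper adds Nono, Tprkb, Tspo and Ttr to its core genes as the extended set.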

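Gapdh had a variance of clr of 0.0675 in the RNA-sequencing data, with 1363, 1008, 437 and 855 counts at 3, 9, 15 and 21 months and clr values of 4.42, 4.14, 3.79 and 4.19 (1 pool per age, no replicates). Its counts differed by far more than counting noise (chi-square test, adjusted p = 2.71e-30 over the 16 candidates), and Poisson redraws gave variances from 0.047 to 0.0954. Between 3 and 15 months Gapdh fell to a fold-change of 0.533 (95% interval from 0.478 to 0.594, Clopper-Pearson). The interval for the geometric mean of the 7 marker genes, from 0.00153 to 0.0365, lay below that of Gapdh. Taken singly, 6 of the 7 marker genes had a lower variance than Gapdh, from 0.0389 for Gsk3b to 0.0573 for Atp5h, while Nono was higher with 0.109. In this experiment Gapdh met both criteria, its variance being below the median of 0.16. This ranking depended on the setting. Without the 15 month pool, the variance of Gapdh was 0.0217, and only 2 of the 7 marker genes were lower, with Atp5h, Tspo, Ttr, Tprkb and Nono higher. Without the 3 month pool it was 0.0486, and 3 were lower, with Atp5h, Tspo, Tprkb and Sirt2 higher, whereas all 7 were lower without the 21 month pool or with a pseudocount. Other scales and filters also changed the ranking. With TMM scale factors 5 of the 7 were lower than Gapdh, and with library totals or after thinning 4 were. With 20 counts in 1 library, 3 of the 6 with a value were lower, and with 10 counts in every library all 6 were. In the remaining settings 6 of the 7 were lower. From the variability of Gapdh in several of its assessments, the paper proposes that using the marker genes in its place can add power to detect changes.

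**Figure D4:**
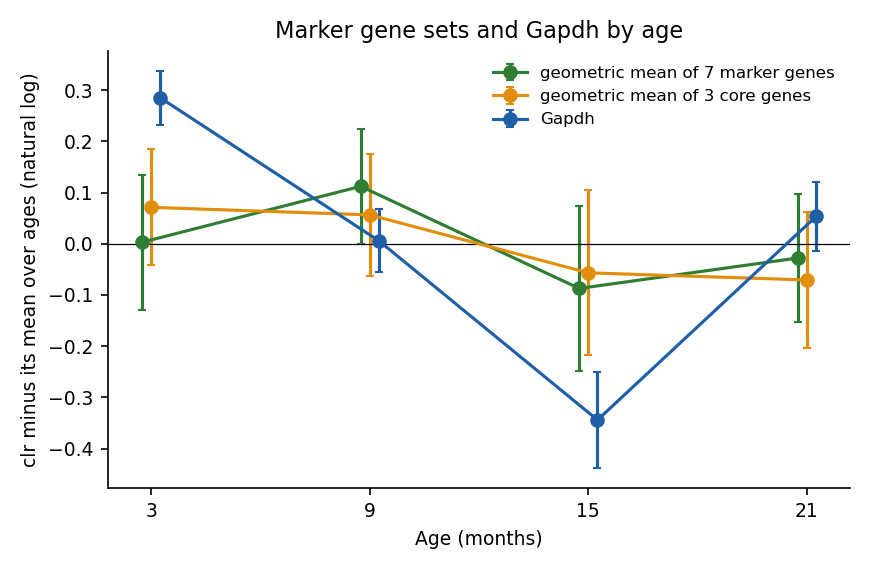
Centered log-ratio at 3, 9, 15 and 21 months, minus its mean over the ages, for the geometric mean of the 7 marker genes, the geometric mean of the 3 core genes and Gapdh, in natural log units. Bars are 95% intervals from counting noise, and points are shifted slightly along the axis to keep them apart; Gapdh is high at 3 months and low at 15 months.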

Importantly, our set of normalisation genes does not include *Gapdh*, since the expression of this gene was found to be rather variable in several cases (Table 1). This thus suggests that additional power to detect true changes in expression can be gained by using the normalisation genes recommended here, instead of *Gapdh* alone.

### Identification of age-related changes between 3 and 24 month-old mice

We next analysed all of the other genes from our Nanostring experiment for age-related changes in their expression. To do so, we normalised the raw data based on the geometric mean of the normalisation constants obtained individually for each of the seven genes in our extended set [26] [36]. To obtain the most pronounced differences, we decided to compare 3 with 24 month-old mice. The analysis confirmed that most (32) of the 36 genes analysed in our experiment were not or only faintly affected by age at a Bonferroni-corrected p-value for multiple comparisons of *p* > 0.0014 using repeated-measures ANOVA (N = 24; S3 Fig). Hence, the statistical methodology was powerful enough to cope with the experimental noise observed in our experiment considering that many of the genes were expressed with circadian amplitude.

But this stringent way of normalisation also identified four genes for which expression was significantly affected by age at the p-value threshold of *p* < 0.0014 (Repeated-measures ANOVA, N = 24; S3 Fig) and 1.25 to 1.52 fold changes (Table 2). By contrast, there were no such significant changes comparing 3 with 12 month-old mice (S4 Fig), suggesting that the identified changes in the four genes were emerging at a later stage and hence represent age-related changes in expression. Genes found to increase their expression in 24 month-old mice were the *Casein kinases 1δ* and *ϵ*, and the DBHS family factor *Sfpq*, while the glucose transporter *Glut2* was decreased in its expression.

**Table 2:** Significant age-related changes 3 versus 24 month-old mice.

Gene	p-Value (r-m ANOVA)	Fold Change (Nanostring)	Fold Change (RT-PCR)
*Csnk1ϵ*	0.00018	1.52	1.77
*Glut2*	0.00035	0.74	0.80
*Sfpq*	0.0005	1.33	1.38
*Csnk1δ*	0.0012	1.25	1.42

p-Value: p-value as obtained by the repeated-measures ANOVA; Fold Change: average fold-change as measured by the Nanostring hybridisation experiment, or real-time PCR.

### Verification of age-related changes by real-time PCR and Western blot

To independently verify our findings, we next quantified the expression of the age-affected genes by real-time PCR (Fig 5A, Table 2). Surprisingly the three genes identified as up-regulated in 24 month-old mice displayed a similar pattern of accumulation over the circadian cycle, i.e. a more or less constant accumulation in 3 month-old animals but rhythmic accumulation with similar phase in 24 month-old animals. By contrast, the circadian amplitude of *Glut2* was reduced with advancing age. We found a strong interaction between the expression series of all genes and age (two-way ANOVA, *p* < 0.001, Fig 5A). Not surprisingly, time was also identified as a significant source of variation (two-way ANOVA, *p* < 0.01).

**Fig 5:**
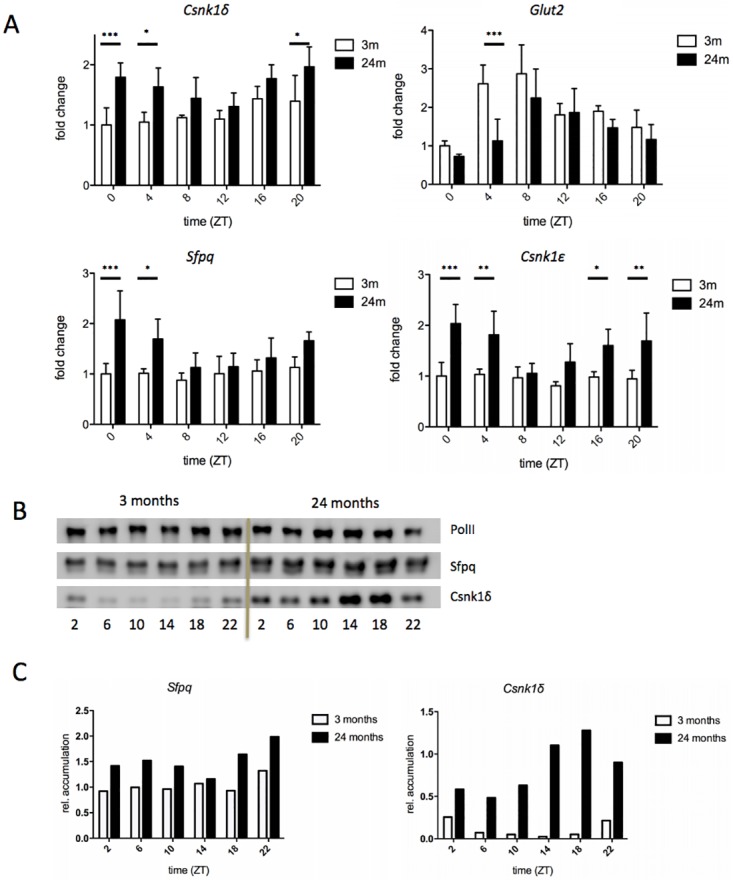
Validation of gene expression by real-time PCR and protein accumulation by Western blot. A) fold-change of expression of the indicated genes over the circadian cycle as measured by real-time PCR; B) accumulation of Csnk1*δ* and Sfpq in nuclear extracts with the controls RNA polymerase II (RPII); C) quantification of Sfpq and Csnk1*δ* against RPII. Mean ± STD, n = 4, Bonferroni Post test, *: p < 0.05, **: p < 0.01, ***: p < 0.001.

To verify that the observed changes in expression translate into real differences in protein abundance, we conducted Western blot experiments using nuclear extracts obtained from livers of 3 and 24 month-old mice. A protein chosen as control, RNA Polymerase II (RPII), did not display gross changes in its accumulation over time and age and was consequently exploited for normalization purposes (Fig 5B). Using this method, an increase of Csnk1*δ* and Sfpq in the nucleus became apparent with fold-change of 1.47 for Sfpq and 7.44 for Csnk1*δ* averaged over all 6 time points (Fig 5C). These results confirm that the subtle increases as observed for gene expression result in detectable increases of the corresponding protein levels, and thus demonstrate the biological relevance of these changes.

## Discussion

Global and more restrained transcriptome analyses are now routinely used and new methods such as RNA-sequencing and Nanostring hybridization, respectively, are very sensitive to detect changes of a given transcriptome in response to different experimental conditions. However, accurate inference always relies on proper normalisation, without which the inferred expression changes may only be due to experimental noise [19]. Here, we report a set of normalisation genes our analysis suggests is adequate to study gene expression in the mouse liver [37] [38]. These genes were selected using a rigorous statistical approach, the centered log-ratio analysis, which is commonly used when dealing with compositional data, and which is a natural extension of the often used fold-change analysis to more than two experimental settings [20]. Applying this statistical framework, we tested a set of candidate genes for low variance in expression against a variety of conditions.

First, and using data we generated from both the RNA-sequencing and Nanostring hybridization experiments, we showed that the expression of the proposed set of normalisation genes is sufficiently large for accurate quantification, yet stable throughout the day (i.e. to be unaffected by the circadian clock) and does not change with age. Second, and using previously published data sets, we could not only confirm these results, but also further generalize the usefulness of our set of genes by showing that their expression was also constant across the sexes and across different mouse tissues. Finally, we showed that these genes were constant in a majority of conducted transcriptome experiments with mouse liver tissue to date. Hence, this set of normalisation genes represents the way to cope with the problem of transcriptional noise as observed with increased age [16].

Our final set of seven normalisation genes consisted of the genes *Atp5h*, *Gsk3β*, *Nono*, *Sirt2*, *Tprkb*, *Tspo*, and *Ttr*. Interestingly, we found the gene *Gapdh*, which has been commonly used as the single gene for normalisation [17], to be much more variable than these genes, including when comparing expression patterns between mice of different age. Hence, we can confirm previous findings that *Gapdh* may not be an ideal gene for normalisation in this tissue [18]. In addition, and as was previously reported, we found that due to experimental noise, a single gene is unlikely to be sufficient for proper normalisation. Instead, and following previous recommendations [39], we advocate using the geometric mean of a number of marker genes, ideally the seven genes as identified in our study. In this way, the impact of one or two outliers of expression is mathematically filtered out, reducing the noise of the analysis.

In order to identify differences in gene expression between 3 and 24 month-old mice, we thus first calculated the normalisation constants for each marker gene individually, and then used the geometric mean of those constants for normalisation [39]. Employing here for the first time such a stringent normalisation method on circadian expression data, we discovered the expression of a new class of genes to be affected by age, namely *Csnk1δ* and *Csnk1ϵ* (Fig 5A). *Csnk1δ* and *Csnk1ϵ* phosphorylate components of the circadian oscillator to set the pace of oscillation [10] [11]. Interestingly, a mutation in *Csnk1ϵ* reducing its enzymatic activity was identified in hamster [40]. This mutated form of Csnk1*ϵ* was later found to increase the life expectancy of the hamster [41]. Hence, we may speculate that an age-related increase of Csnk1 activity could be harmful for an organism over time. However, further experiments are necessary to understand the impact of this increase in expression of *Csnk1δ* and *Csnk1ϵ* on the post-translational regulation of the circadian oscillator with advancing age. Also, the effect of this increase on other described targets of Csnk1 phosphorylation such as p53 and *β*-catenin has to be considered [42] [43]. By contrast, an influence of *Sfpq* or other DBHS family factors on the aging process has not yet been observed [12] and it is worth to further investigate the role of these factors in 24 month-old and even older mice.

Surprisingly, the expression of *Glut2* was decreased (Fig 5A). The expression of *Glut2* was previously shown to be regulated by BMAL1 affecting the glucose metabolism of the liver [44]. Hence, it is tempting to speculate that the reduction of *Glut2* was mediated by a reduction of the activity of the BMAL1/CLOCK heterodimer. However, we did not detect down-regulation of these factors on the level of mRNA accumulation (S3 Fig). Also, we did not observe down-regulation of any other BMAL1/CLOCK-regulated gene such as *Per1*, *Per2*, *Per3*, *Gm129*, *Dbp*, or *Tef* (S3 Fig), rendering it likely that BMAL1/CLOCK activity did not decline in 24 month-old mice. Taken together, the reason for the down-regulation of *Glut2* remains unknown. On the other hand, the three genes significantly up-regulated with age showed a circadian accumulation profile in 24 month-old mice reminiscent of genes regulated by the stabilizing loop [7] [8] [9] (Fig 5A). Again, we did not observe up-regulation of genes involved in this kind of regulation such as *Rorα*, *Rorγ*, *Pparα*, or *Pparγ*, or down-regulation of the corresponding repressors *Rev-Erbα* and *Rev-Erbβ* (S3 Fig). Interestingly, in a previous study it was found that Ppar*α* and Ppar*γ* occupied more chromatin binding sites in the livers of 21 month-old mice affecting the lipid metabolism and causing steatosis [27]. This observation could point towards post-translational processes influencing the activity of the aforementioned nuclear receptors. However, further analysis is necessary to understand the impact of the identified age-related changes on the circadian oscillator in other organs and the overall organism.

## Conclusion

Here we report a set of seven genes suitable for normalisation of transcriptome analysis experiments using mouse liver. These genes (*Atp5h*, *Gsk3β*, *Nono*, *Sirt2*, *Tprkb*, *Tspo*, and *Ttr*) were selected based upon a rigorous statistical evaluation of their overall expression levels and their variance in expression across a multitude of experimental conditions, including circadian changes, sex and, most importantly, age. We found these genes to be more appropriate for normalisation than using the gene *Gapdh*, which exhibited more variance in its expression. Our results suggest that the sensitivity of assays to study differences in gene expression in mouse liver can be much improved by normalising the data with the larger set of marker genes proposed here. With the increased robustness based on our normalisation, we were able to detect age-related changes of the circadian regulatory network.

## Supporting Information

S1 Fig Comparison of gene expression changes between different age classes. The data were retrieved from the RNA-sequencing experiment. Shown are the fold-changes in gene expression compared between all age groups for the candidate genes. 

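For 12 of the 16 candidate genes, the largest of the 6 fold-changes stayed below 2-fold in either direction (1 pool per age, no replicates). The smallest of these maxima were 1.24-fold for Rora and 1.36-fold for Tomm7. The most frequent pair among the largest changes was that of 3 and 15 months, as for Gapdh with a fold-change of 0.533 and Ttr with 0.632. The precision depends on the counts, and the 95% interval by the Clopper-Pearson method was from 0.613 to 0.652 for Ttr but from 0.708 to 2.63 for the fold-change of 1.36 of Tomm7. A fold-change after clr normalisation is the ratio of the counts at 2 ages, each divided by the geometric mean of the counts of all genes in its library.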

All fold-changes were calculated after clr normalisation.
(TIF) Click here for additional data file.

S2 Fig Correlation analysis of the expression of candidate genes. Shown are the pair-wise correlations between all pairs of candidate genes. All correlations were calculated from the raw counts from the Nanostring hybridization experiment after normalisation with the positive controls, but without any further normalisation. A colour-coded scale represents maximal correlation (positive blue, negative red) to no correlation (white).
(TIF) Click here for additional data file.

S3 Fig Comparison of 3 and 24 month-old mice. Compared are the normalised mRNA counts from the Nanostring hybridization experiment with 12 different time points in duplicates. The mRNA counts at the same time points are connected by a line. A red line indicates the difference in the mean expression between the two different age classes. Significance was assessed by repeated-measures ANOVA and the p values indicated. Significant p-values (*p* < 0.0014) are indicated in red.
(TIF) Click here for additional data file.

S4 Fig Comparison of 3 and 12 month-old mice. The normalised mRNA counts from the Nanostring hybridization experiment of the 36 genes were compared from 3 and 12 month-old animals. The mRNA counts at the same time points are connected by a line. A red line indicates the difference in the mean expression between the two different age classes. Significance was assessed using repeated-measures ANOVA and the p values indicated.
(TIF) Click here for additional data file.

S1 Table List of identified genes in the RNA-sequencing experiment comparing 3 and 15 month-old animals. 

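Each row of S1 Table gives the reads that start at 1 transcription start site in the 4 libraries, and the ratio of each age to 3 months after division by the same ratio of Gapdh. In contrast, the deposited files count reads over all of a gene. The table holds 1463 rows, and 1089 of them (74.4%) have a higher 15 over 3 month ratio than Gapdh. Gapdh itself is listed with 87 reads at 3 months and 28 reads at 15 months, compared with 1363 and 437 counts in the deposited files. For other genes S1 Table has more reads than the files, as for Atp5h (353 against 261 at 3 months), Tprkb (43 against 19) and Tomm7 (35 against 25), so that counting at the start site or over the whole gene does not account for all differences between both sources. Over 1352 genes found in both with a single row, the counts summed over the ages had a Spearman's rho of 0.638 (across genes, which are not independent replicates).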

(XLS) Click here for additional data file.

S2 Table List of Nanostring probe pairs and their location within the genes. 

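S2 Table gives the stretch of mRNA to which each pair of Nanostring probes binds, 100 bases for each of 54 listed targets. Of these, 53 matched a protein-coding transcript annotated on NCBIM37 without mismatch and 1, the target of Nono, did not. Other transcripts and the genome were not searched. All 53 matching targets spanned at least 1 exon junction, and 51 of them matched protein-coding transcripts of a single gene only. The exceptions were the target of the core gene Atp5h, which also matched Gm10250, and that of H3f3a, which also matched Gm10257 and Gm6132. Their probes could therefore also count RNA of these other genes. A probe pair across a junction binds the spliced mRNA and not the gene itself.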

(XLS) Click here for additional data file.

S3 Table List of real-time PCR primer and probes. 

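S3 Table lists a forward primer, a reverse primer and a labelled probe for each of the genes measured by real-time PCR. The primers were placed without mismatch on the protein-coding transcripts annotated on NCBIM37. Among these, all primer pairs gave a product in the intended gene only, with the probe between the primers. Other transcripts and the genome were not searched. The products were 86 bases long for Atp5h, 99 for Gsk3β, 90 for Sirt2, 81 for Csnk1δ, 118 for Csnk1ϵ, 86 for Glut2 (Slc2a2) and 97 for Sfpq. All spanned an exon junction except the product of Csnk1δ, which lies within 1 exon.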

(PDF) Click here for additional data file.

# Supplementary material for: Normalisation against Circadian and Age-Related Disturbances Enables Robust Detection of Gene Expression Changes in Liver of Aged Mice
**Source:** PLoS One. 2017 Jan 9;12(1):e0169615. doi: 10.1371/journal.pone.0169615
**Supplement:** S3 Table

## Real-time PCR probes for mRNA determination

FAM: 6-fluorescein; YY: Yakima yellow; BHQ1: Black hole quencher type 1

### Genes for normalization:

#### *Atp5h*

FW: TGC CCT GAA GAT TCC TGT GCC T

RV: ACT CAG CAC AGC TCT TCA CAT CCT

TM: YY-TCT CCT CCT GGT CCA CCA GGG CTG TGT-BHQ1

#### *Gsk3 $\beta$*

FW: CCA CCT CCT TTG CGG AGA GC

RV: CTG TGG TTA CCT TGC TGC CAT CT

TM: YY-TGC AAG CCA GTG CAG CAG CCT TCA GCT-BHQ1

#### *SirT2*

FW: CAG GCC AGA CGG ACC CCT TC

RV: AGG CCA CGT CCC TGT AAG CC

TM: FAM-TGA TGG GCC TGG GAG GTG GCA TGG A-BHQ1

### Circadian genes:

#### *Csnk1 $\delta$*

FW: GGA ACG AGA ACG GAA AGT GAG TAT GC

RV: TGT CGG CCC GTG AGA TCA GA

TM: FAM-CAC CGT GGG GCC CCA GTC AAC GT-BHQ1

#### *Csnk1 $\epsilon$*

FW: CGC CAA TCG AGG TCC TCT GCA A

RV: CGG AAG AGC TGG CGC AGG TA

TM: FAM-ACT TCT GCC GCT CCC TGC GGT TCG A-BHQ1

#### *Glut2*

FW: TTC CTT CCA GTT CGG CTA TG

RV: GAA CAC CCA AAA CAT GTC GAT

TM: FAM-CAT CGG TGT GAT CAA TGC ACC TCA-BHQ1

#### *Sfpq*

FW: ATA CGG AGA ACC CGG AGA AG

RV: CTC AGC TTT GGC GAT TTC AG

TM: FAM-TGA ACC CGA ACC CTT TGC CTT TG-BHQ1

How the deposited data were processed for this re-analysis (not part of the article)

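The data were gene counts from 4 libraries of mouse liver RNA, from mice of 3, 9, 15 and 21 months of age. Each library was made from a pool of 24 mice (6 time points of the day, 4 mice each, 1 μg of RNA per mouse). The ages of the samples were taken from their labels and from the methods of the paper. There was 1 library per age, so that no replicate error exists for any value.

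The authors digested uncapped RNA, ligated linkers to the capped 5’-ends and sequenced 35 bp reads on a SOLiD instrument, with all libraries on the same lane. Reads were mapped by the authors to mm9 with the CLC Genomic workbench. The deposited files hold raw counts, whole numbers of reads per gene symbol, without normalisation. Which program made the gene counts for these libraries was not found in the paper; the layout is that of HTseq-count, which the methods name for the public data. The last rows of each file count records that were not assigned to a gene, and these were left out of all calculations except the summary of the libraries. Reads whose alignment was not unique are therefore not part of the counts, which lowers the counts of genes with near-identical copies.

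The counts on genes summed to 955934, 958586, 525772 and 735962 at 3, 9, 15 and 21 months. A count of n has a relative counting error of about 1 over the square root of n. For shares of a library, 95% Wilson intervals were calculated, and for ratios of 2 counts exact Clopper-Pearson intervals. The counting noise of a variance of clr was taken as the mean of the reciprocals of the 4 counts, and intervals came from 2000 Poisson redraws.

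The clr was calculated with the natural logarithm over the 8704 genes with a count above 0 in every library, and the mean and the variance (divisor 3) were taken over the 4 ages. The medians of both measures over all these genes served as the criteria of the paper. Counts of single genes were compared between ages with Pearson's chi-square test (3 degrees of freedom), with expected shares from the geometric means of the libraries, and with Fisher's exact test against Gapdh, both with Benjamini-Hochberg adjustment. Candidate genes were compared with the 200 genes nearest in mean clr in permutation tests with 100000 draws. A linear trend with age was tested for each gene with edgeR's quasi-likelihood test, which leaves 2 residual degrees of freedom; TMM scale factors, filterByExpr and an adjusted p of 0.05 were used, and 5569 genes were tested. The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.

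The tests were tried on simulated counts with known answers. With 200 genes changed 8-fold between 3 and 21 months, the trend test recovered 99.5% of them, and 2.45% of its calls were false. These counts were simulated with a dispersion (spread beyond counting noise) of 0.02. The common dispersion fitted to the real data was higher, 0.0733, so that these rates cannot be carried over to the real data. The chi-square test recovered 99% of 200 genes changed 4-fold at 1 age, and called 5.33% of unchanged genes at a p of 0.05. Of its calls, 6.16% were false. The genes for this trial were drawn from those above a minimum count in every library. The rates therefore do not cover the genes with the lowest counts. Random sets of 16 genes passed a p of 0.05 in the matched permutation test in 6% of cases.

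Gene positions, strands and gene types come from the GENCODE M1 annotation of NCBIM37, the assembly used by the authors. All but 1 of the 33924 gene symbols were found in it. To see which genes share sequence with other places, all windows of 35 bases in the first 100 bases of the transcripts were searched in the genome with at most 1 mismatch.

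The genes named in the text were chosen by a rule: the 16 candidate genes, the 4 age-affected genes of Table 2, the 3 genes with the highest and the 3 with the lowest variance of clr, and up to 10 genes of the age trend with the smallest adjusted p that rose or fell at every step of age. Mt1, Alb and U3 fall outside this rule, which had been set before the files arrived, and are named after their values had been seen. They serve as the neighbour of Mt2, the most abundant gene and an abundant small RNA. The alternatives were pseudocounts of 1 and 0.5, minimum counts of 10 in every library or 20 in 1 library, thinning to the smallest library (20 draws), leaving out each age, TMM and DESeq2 scale factors, library totals, 50 nearest genes, DESeq2's Wald test and no filter for the trend. A divisor of 4 for the variance, a restriction to protein-coding genes and a test of the pilot genes without Gapdh were added after the files had been seen. The Nanostring, real-time PCR, Western blot and public data of the paper were not analysed here.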

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

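Metallothionein genes are not discussed in the paper, but Mt2 had the highest variance of clr of all 8704 genes, 2.90, with 5, 279, 13 and 48 counts at 3, 9, 15 and 21 months. At 9 months it reached 291 cpm (95% Wilson interval from 259 to 327), against 5.23 (from 2.23 to 12.2) at 3 months, where 3 counts correspond to 3.14 cpm. Counting noise was ruled out as the only source (chi-square test, p = 2.94e-100), a prediction written after the counts had been seen. If the misplacement of reads of a single gene were the source, the neighbouring gene Mt1 would not follow. Mt1 lay at percentile 100 of the variances of the 200 genes nearest in mean clr, with 135, 1335, 117 and 221 counts, and its clr was also highest at 9 months and lowest at 3 months. Windows of 35 bases at the 5’-ends of both genes had no second match in the genome. With 1 pool per age, differences between pools that are unrelated to age could not be tested, and the pattern cannot be told apart from them.

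Small RNA genes were left out by the authors from S1 Table but are present in the gene counts. The small nucleolar RNA U3 took 4.58% of the counts on genes at 9 months (95% Wilson interval from 4.54 to 4.63) but 1.27%, 0.77% and 1.62% at 3, 15 and 21 months. All small RNA genes together took 14.4%, 19.7%, 19.6% and 16.1% at 3, 9, 15 and 21 months. A share of the counts taken by a few genes could distort the comparison of the others. When only protein-coding genes were used, 13 of the 16 candidates passed, as with all genes, so that including the small RNA genes did not change this number. The geometric mean in the clr gives each gene the same weight, whatever its share of the counts. The result therefore cannot decide whether such a share distorts the comparison. Whether the rise of U3 comes from age or from the preparation of the 9 month library was not tested.

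For the public data the paper counted uniquely mapped sequences, but for its own libraries it does not discuss reads with more than 1 place in the genome. At 3 months 72.2% of all alignment records were counted as not unique, and at 9, 15 and 21 months 76.7%, 74.6% and 76.0%. These are records and not reads, since a read with many places may be listed many times. For H3f3b, 50% of the windows at the 5’-end matched a second place, which lies between the outcomes set for and against shared reads as the source of its variation, so that this source cannot be excluded. The 4 counts of H3f3b differed beyond counting noise (chi-square test, p = 1.46e-05, a prediction written after the counts had been seen). With 1 pool per age, its variation also cannot be told apart from differences between pools unrelated to age.

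Immunoglobulin genes, which the paper does not discuss, rose with age. Their counts together were 24, 87, 67 and 180 at 3, 9, 15 and 21 months, or 25.1, 90.8, 127 and 245 cpm, a 21 over 3 month ratio of 9.74 (95% interval from 6.34 to 15.6, Clopper-Pearson). The floor of 3 counts corresponds to between 3.13 and 5.71 cpm. A candidate explanation is RNA from other cells, with more immunoglobulin-producing cells in older livers. Without Igkv3-2 and Ighm, which the trend test had found, the other immunoglobulin genes had 23.0, 66.8, 62.8 and 129 cpm and a ratio of 5.61 (from 3.50 to 9.37), so that they were higher at 21 months but did not rise at each step. A list of marker genes of B cells and plasma cells had a ratio of 1.22 (from 1.05 to 1.41). The list had 407, 426, 352 and 495 cpm at 3, 9, 15 and 21 months, more than all immunoglobulin genes together at each age. It may therefore count RNA from other cells as well, so that its ratio cannot decide for or against the explanation. The explanation met only part of its prediction, and a single pool with an unusual mouse, or a difference between pools unrelated to age, cannot be excluded.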

How the results depend on the processing

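The alternatives were listed before the processed files arrived, apart from the divisor of 4, the restriction to protein-coding genes and the pilot genes without Gapdh. Some rules were also changed after values had been seen. A shift in the span of the variances was at first counted from a difference of 0.5, and later from the distance from the centre to the edge of its interval over Poisson redraws. Under the first rule, 20 counts in 1 library (4.19), thinning (4.22), DESeq2 size factors (4.14) and leaving out the 3 month (5.45) or 15 month pool (5.31) would also have counted as a change. The tolerance for means read by eye from Fig 1 was set to at least 0.05 after Ttr and Gapdh had been marked as different. The largest fold-change of H3f3b, the number of candidates that varied beyond counting noise, the number of pilot genes that differed from Gapdh, the variance of the marker set, and the number of age-affected genes with a changed 21 over 3 month ratio changed by less than the limits set for a shift (the interval from counting noise, or 1.5 times for a number of genes; for the fold-change, the side of the test). Their values still moved: from 3.12 (without the 9 month pool) to 7.79 (thinned) for H3f3b, from 7 to 8 candidates, from 3 to 4 pilot genes, and from 0.00183 (library totals) to 0.0170 (pseudocount of 1) for the marker set. The other settings for the pilot genes used the geometric mean of all genes or library totals in place of Gapdh. With the geometric mean, the ratios of Aox3 and Ttr were 0.776 and 0.632, against 1.46 and 1.19 relative to Gapdh. With library totals they were 0.849 and 0.691, so that both reversed direction. Tspo went from 1.82 to 0.970 (interval from 0.647 to 1.44) with the geometric mean. The number of pilot genes therefore does not show that the same result held. Gene symbols were unique in the files, so that summing rows of the same symbol did not apply. H3f3b has no value with 10 counts in every library, and the marker set has none with either minimum count, since Nono was filtered out. The 21 over 3 month ratio has no value without the 3 or the 21 month pool.

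The number of genes in the clr analysis was 8704, but 15067 with a pseudocount of 1 or of 0.5, which keeps genes missing in some libraries, and 3382 or 4295 with 10 counts in every library or 20 counts in 1 library. With 10 counts in every library, 8 candidates passed in place of 13, as the medians were then taken over more strongly expressed genes, which vary less. The mean percentile of the candidates' variances among genes of similar expression was 53.97 (permutation test, p = 0.706) and changed side, to 49.5 (permutation test, p = 0.471), with 20 counts in 1 library; neither differed from chance. TMM scale factors changed the span of the variances from 4.78 to 3.97 orders of magnitude, as the smallest variances depend on the exact centring. With 20 counts in every library in place of 1, 1956 genes remained in place of 4315. For the age trend, 6 genes passed in the main fit, 2 with library totals, 0 with DESeq2's Wald test, and from 7 to 23 genes across the 4 fits that each left out an age. The named genes did not persist in all of them: without the 3 month pool, none of the 4 named genes passed, with Igkv3-2 at an adjusted p of 0.6952, Ighm at 0.4181 and Rpsa at 0.998 in edgeR's test and Nek7 filtered out. With 2 residual degrees of freedom, these numbers depend strongly on how the spread is estimated.

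Of 653 rows for single genes or the pilot genes, 486 kept their outcome, 156 moved beyond counting noise and 11 lost significance. Most shifts came from pseudocounts and minimum counts, which move the centre of the clr scale. Depth limits the low genes most: Nono, Tomm7, Tprkb and H3f3b had fewer than 35 counts in every library, and their variances are mostly or partly counting noise. The replicate block was not run because there was 1 pool per age.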

Differences from the paper's values

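For the span of the variances of clr the paper gives a lower bound, more than 3 orders of magnitude, and the 4.78 orders found here satisfy it, as do all settings. The value is listed because it is more than 1.5 times the bound itself. It was within 1.5 times with a pseudocount of 1 (4.31), with 10 counts in every library (4.42) or 20 counts in 1 library (4.19), after thinning (4.22), and with TMM (3.97), DESeq2 (4.14) or library totals (4.28) as the scale. It was not with a pseudocount of 0.5 (4.90) or in the 4 runs without an age (5.08 to 5.45), nor with protein-coding genes only (4.53), a restriction chosen after seeing the values.

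For 5’-ends with at least 20 reads in a library, the paper reports 1444, while 4315 genes had at least 20 counts in a library here. Requiring 20 counts in every library gave 1956 genes, which is within 1.5 times the paper's number; thinning to the smallest library gave 2924, and protein-coding genes only, chosen after seeing the values, 4133, which are not.

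The 15 over 3 month ratio of Tspo relative to Gapdh was 1.82 (95% interval from 1.23 to 2.70), against 0.999 as the paper's value in S1 Table. For Tomm7 it was 1.87 (from 0.978 to 3.58) against the paper's 0.977, and for Tprkb 1.64 (from 0.758 to 3.56) against the paper's 1.01. With the geometric mean of all genes in place of Gapdh, the ratios were 0.970, 0.998 and 0.875, and with library totals 1.06, 1.09 and 0.957, all within 1.5 times the paper's values. The same settings moved other pilot genes, which in the main setting were within 1.5 times, away from the paper's values. With the geometric mean, the ratios of Atp5h (0.662), S100a1 (0.470), Ttr (0.632) and Pqbp1 (0.641) differed from the paper's 0.995, 1.01, 0.986 and 0.975, and with library totals that of S100a1 (0.514) did. No setting brought all 8 genes within 1.5 times.

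The variance of clr of H3f3b was 0.885 here and about 0.66 in Fig 1, read by eye. With a divisor of 4, an alternative chosen after seeing the values, it was 0.664 (0.66 with a pseudocount of 1), and the median of all genes was 0.1198 against about 0.12 in Fig 1. These differences are within 1.5 times.

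The paper describes Gapdh as much more variable than the 7 marker genes, on the basis of several assessments. In the RNA-sequencing data alone, the variance of Nono (0.109) was above that of Gapdh (0.0675), and those of the other 6 marker genes were below it. Without the 15 month pool, 5 of the 7 marker genes were above Gapdh, and without the 3 month pool 4 were. With library totals or after thinning, 4 of the 7 were below Gapdh.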

Other observations

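The 9 genes selected from the pilot had a mean difference in clr of -0.347 between 15 and 3 months (a fold-change of 0.707). For 5 of them the 95% interval of the fold-change lay below 1, and for the other 4 it included 1; Tomm7 (0.998, from 0.489 to 1.97) and Tspo (0.970, from 0.647 to 1.44) were practically unchanged. Among the 7 candidates from the literature and from experience, 3 were lower at 15 months and the mean difference was 0.273. The largest rises among them were those of H3f3b (3.14-fold, from 9 to 17 counts) and Nr3c1 (2.74-fold, from 20 to 33 counts). These low-count genes weigh strongly in the mean, and the comparison was not repeated without them. The hypothesis was that choosing genes by their similarity to Gapdh in the same libraries, where Gapdh fell, may have selected genes that fell with it. The 9 genes differed from the other 7 in the predicted direction (exact permutation test over 11440 divisions, p = 0.0206). Since Gapdh, whose fall is the premise, is 1 of the 9, the test was repeated without it after the values had been seen, with a mean difference of -0.311 for the other 8 (exact permutation test over 6435 divisions, p = 0.0396). Technical sources were tested as well. Thinning the 3 month library to the depth of the 15 month library shifted the 9 genes by only -0.0283. Depth therefore accounted for little of the fall. Sets of 9 genes matched on mean clr fell as far in a share of 0.0285 of 100000 draws (permutation test). For sets matched on expression and on the GC content of the first 100 bases, the share was 0.0353 (permutation test). The 9 genes included Gapdh, and these draws were not repeated without it. The 9 genes were also chosen by their ratio in these libraries, unlike the drawn sets. The draws therefore cannot exclude expression or GC content for the other 8 genes. The GC content was known for all 9 genes. The hypothesis was tested on the data in which the pattern was seen and remains a hypothesis.

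As a set, the 7 marker genes varied less with age (variance of clr 0.00699) than Gapdh (0.0675). An alternative explanation is that any 7 genes of this expression level average out. Of 100000 random sets matched on mean clr, a share of 0.295 varied as little (permutation test), so that the steadiness of the set in these 4 libraries is in line with its expression level and its number of genes. The other assessments of the paper were not part of this test.

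The variance of clr rose as expression fell. Libraries simulated without differences between ages had a median variance of 0.0562, or 35.2% of the observed 0.16. Counting noise may therefore account for part of the relation, but the value lies between the outcomes set for and against it as the main source.

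The paper reports, for 24 month-old mice by Nanostring, higher expression of Csnk1ϵ, Sfpq and Csnk1δ and lower expression of Glut2. The RNA-sequencing data end at 21 months and hold 1 pool per age. There, Slc2a2 (Glut2; NCBIM37 chromosome 3, 28596825 to 28627278) had 354, 486, 239 and 355 counts at 3, 9, 15 and 21 months. Its 21 over 3 month fold-change after clr was 1.27 (95% interval from 1.09 to 1.47, Clopper-Pearson). Csnk1e had 1, 1, 3 and 4 counts and a fold-change of 5.06 (from 0.501 to 249), Sfpq 14, 33, 9 and 17 counts and 1.54 (from 0.712 to 3.36), and Csnk1d 31, 18, 15 and 24 counts and 0.979 (from 0.550 to 1.72). For these 3 genes no difference between 3 and 21 months was detectable at this depth. Over the 4 ages, the counts of Sfpq differed (chi-square test, p = 0.0144, not adjusted), with the highest clr at 9 months.

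A linear trend with age was found for 6 of 5569 genes at an adjusted p of 0.05 (edgeR's quasi-likelihood test), 3 rising and 3 falling. Those that moved in the same direction at every step were Igkv3-2 (0, 15, 15 and 46 counts, log2 fold-change over 18 months 4.39, standard error 0.862, adjusted p = 0.0127), Ighm (2, 8, 19 and 39 counts, 4.30, standard error 0.864, adjusted p = 0.0127), Nek7 (40, 20, 3 and 1 counts, -4.49, standard error 1.02, adjusted p = 0.0416) and Rpsa (2620, 1049, 591 and 708 counts, -1.43, standard error 0.327, adjusted p = 0.0416) in edgeR's test. Of the 12 distinct orders of the 4 pools, only the real one, 1 of 12, gave as many genes, and the other 11 gave at most 4. With so few orders, a share of 0.05 cannot be undercut, and a chance result cannot be excluded. The DESeq2 test found 0 genes. With library totals as the scale, the falling genes Nek7 (adjusted p = 0.09861) and Rpsa (0.1643) did not pass in edgeR's test. Igkv3-2 and Ighm did (adjusted p = 0.04939 each in edgeR's test). Ighm had no value without the 15 or the 21 month pool, and Nek7 had none without the 9 month pool. None of the 4 named genes passed without the 3 month pool, where Igkv3-2 had an adjusted p of 0.6952, Ighm of 0.4181 and Rpsa of 0.998 in edgeR's test and Nek7 was filtered out. Without the 21 month pool, Igkv3-2 and Nek7 had an adjusted p of 0.2083 in edgeR's test. Nothing in the data separates age from other differences between the pools.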
